# Macrophage-Derived *upd3* Cytokine Causes Impaired Glucose Homeostasis and Reduced Lifespan in *Drosophila* Fed a Lipid-Rich Diet

**DOI:** 10.1016/j.immuni.2014.12.023

**Published:** 2015-01-20

**Authors:** Katie J. Woodcock, Katrin Kierdorf, Clara A. Pouchelon, Valérie Vivancos, Marc S. Dionne, Frédéric Geissmann

## Abstract

Long-term consumption of fatty foods is associated with obesity, macrophage activation and inflammation, metabolic imbalance, and a reduced lifespan. We took advantage of *Drosophila* genetics to investigate the role of macrophages and the pathway(s) that govern their response to dietary stress. Flies fed a lipid-rich diet presented with increased fat storage, systemic activation of JAK-STAT signaling, reduced insulin sensitivity, hyperglycemia, and a shorter lifespan. *Drosophila* macrophages produced the JAK-STAT-activating cytokine *upd3*, in a scavenger-receptor (*crq*) and JNK-dependent manner. Genetic depletion of macrophages or macrophage-specific silencing of *upd3* decreased JAK-STAT activation and rescued insulin sensitivity and the lifespan of *Drosophila*, but did not decrease fat storage. NF-κB signaling made no contribution to the phenotype observed. These results identify an evolutionarily conserved “scavenger receptor-JNK-type 1 cytokine” cassette in macrophages, which controls glucose metabolism and reduces lifespan in *Drosophila* maintained on a lipid-rich diet via activation of the JAK-STAT pathway.

## Highlights

• Chronic lipid-rich diet results in JAK-STAT activation in *Drosophila*
• Chronic JAK-STAT activation reduces lifespan and insulin sensitivity
• Lipid-rich diet induces JNK pathway-dependent production of *upd3* by macrophages
• Macrophage *upd3* controls JAK-STAT activation, survival, and insulin sensitivity

## Introduction

A lipid-rich diet has been associated with obesity and a reduced lifespan from *Drosophila* to humans (Birse et al., 2010, Driver and Cosopodiotis, 1979, Reilly and Kelly, 2011, Szendroedi and Roden, 2009, van Herpen and Schrauwen-Hinderling, 2008, Wagener et al., 2013). This represents a worldwide concern as societal changes have led to an increase in dietary lipid intake. Lipid-rich diets and obesity are associated with worldwide “epidemics” of cardiovascular diseases, type 2 diabetes, cancer, and inflammatory diseases in humans (Alikhani et al., 2013, Biswas and Mantovani, 2012, Kroenke et al., 2013, Moore and Tabas, 2011). Diseases associated with lipid-rich diets share common general features that include activation of the innate immune system, and in particular of macrophages, and the disruption of homeostasis (Biswas and Mantovani, 2012, Jin and Flavell, 2013, Moore and Tabas, 2011, Szendroedi and Roden, 2009, van Herpen and Schrauwen-Hinderling, 2008). Macrophage activation via innate pattern recognition receptors such as Toll-like receptor 4 (TLR4) and nuclear factor “kappa-light-chain-enhancer” of activated B cells (NF*-*κB) and the production of cytokines such as tumor necrosis factor-alpha (TNF-α), interleukin-1β (IL-1β), and interleukin-6 (IL-6) is proposed to mediate insulin resistance and other complications of obesity (Arkan et al., 2005, Biswas and Mantovani, 2012, Jin and Flavell, 2013, Moore and Tabas, 2011, Olefsky, 2009, Reilly et al., 2013). Nevertheless, the effects of the genetic deletion of Toll-like receptors such as TLR4 on insulin resistance are controversial (Jin and Flavell, 2013, Orr et al., 2012, Saberi et al., 2009, Tanti et al., 2012), and fat uptake by murine macrophages in vivo was also associated with suppression, rather than activation, of NF-κB-dependent inflammatory gene expression (Spann et al., 2012). The *cJun* NH2-terminal kinase (JNK), in macrophages, was also recently shown to be important for the establishment of diet-induced inflammation and insulin resistance in mice (Han et al., 2013, Hirosumi et al., 2002).

Causation studies in humans are challenging to conceive and to perform. Comprehensive genetic studies in mice are also arduous, in part due to their long duration, given rodent lifespans (Robertson et al., 2011), and difficulties in the interpretation of conventional knockout and cell depletion experiments (Clementi et al., 2009, Feng et al., 2011, Jin and Flavell, 2013, Orr et al., 2012, Saberi et al., 2009, Tanti et al., 2012). Therefore, the causative role of macrophages and the basic molecular mechanisms that may underlie their contribution to the disruption of homeostasis and lifespan reduction remain difficult to elucidate.

In contrast, *Drosophila melanogaster* is well suited to genetic analyses and survival studies (Dionne et al., 2006, Driver and Cosopodiotis, 1979, Heinrichsen and Haddad, 2012) and is an excellent model to explore homeostatic responses to stress, and in particular metabolic responses to diet (Birse et al., 2010). *Drosophila* has also proven to be a powerful model to decipher conserved mechanisms of innate immunity in metazoans (Lemaitre et al., 1996), and the adult fruit fly has a simple and genetically tractable myeloid immune system consisting of phagocytic macrophages, termed plasmatocytes (Agaisse et al., 2003, Charroux and Royet, 2009, Gold and Brückner, 2014, Holz et al., 2003, Krzemień et al., 2010, Lebestky et al., 2000, Meister, 2004), allowing for genetic analysis of macrophage functions. We thus reasoned that *Drosophila* may be a favorable model to dissect evolutionarily conserved immune pathway(s) that may be at play in the macrophage response to excess dietary lipids and metabolic stress in vivo and to identify the roles of macrophages in longevity, glucose homeostasis, and fat storage.

We found that shorter lifespan, increased fat storage, reduced insulin sensitivity, and hyperglycemia were associated with systemic activation of the Janus kinase and signal transducer and activator of transcription (JAK-STAT) pathway, but not of the NF-κB pathway, in *Drosophila* maintained under a lipid-rich diet, while *Drosophila* macrophages became foamy and produced the type 1 cytokine *unpaired3* (*upd3*), which activates the JAK-STAT pathway. Using a combination of genetic approaches, we found that the production of *upd3* by macrophages required the scavenger receptor *croquemort* (*crq*) and JNK and was responsible for the systemic JAK-STAT activation, decreased insulin sensitivity, and the reduced lifespan of flies maintained on a lipid-rich diet. Fat storage itself was independent of macrophage activation and did not influence survival. These data demonstrate a causal role of macrophages in reducing insulin sensitivity and lifespan in flies maintained on a lipid-rich diet, via a pathway conserved in vertebrates.

## Results

### Reduced Lifespan and Systemic JAK-STAT Activation in *Drosophila* on Lipid-Rich Diet

Extending earlier studies on the effect of dietary fat on metabolism and longevity in *Drosophila melanogaster* (Birse et al., 2010, Driver and Cosopodiotis, 1979, Heinrichsen and Haddad, 2012), we found that wild-type *w*^1118^ and Oregon-R *Drosophila* fed diets supplemented with lard and maintained at either 25°C or 29°C start dying 15–20 days earlier than flies on a control diet and thus show a decrease in lifespan of ∼30% (Figure 1A; Figures S1A and S1B). Thin-layer chromatography (TLC) (Al-Anzi and Zinn, 2010) indicated that the total triglyceride content of lipid-rich diet-fed flies was increased compared to controls (Figure 1B), whereas food consumption was comparable (Figure S1C). *Drosophila* also presented with a progressive increase in glucose/trehalose, which doubled after 30 days of lipid-rich diet exposure (Figure 1C). *Ilp2*, *Ilp3*, and *Ilp5* (encoding insulin-like peptides) transcripts were unchanged (Figure S1D), but we observed a blunted phosphorylation of AKT in response to insulin, indicating that the lipid-rich diet resulted in impaired insulin sensitivity (Figure 1D; Figure S1E). Lipid-rich diet was also associated with an early and sustained increase of the cytokine *upd3* detectable at the whole-fly level (Figure 2A) and increased expression of the endogenous JAK-STAT target gene *Socs36E* (Figure 2B). Systemic JAK-STAT activation was confirmed by the analysis of 10XSTAT92E-GFP flies (Bach et al., 2007) where increased GFP expression was detected in muscle (Figure 2C) and midgut (Figure 2D; Figures S2A and S2B). In contrast, we did not detect activation of the transcriptional targets of the *Toll* and *Imd* NF-κB pathways in whole flies, although both the *Toll* and *Imd* pathways were responsive to sterile and septic injury (Figures 2E and 2F; Figure S2C). These data indicated that reduced lifespan and impaired glucose metabolism are associated with a systemic JAK-STAT activation in response to a lipid-rich diet in *Drosophila*.

**Figure 1:**
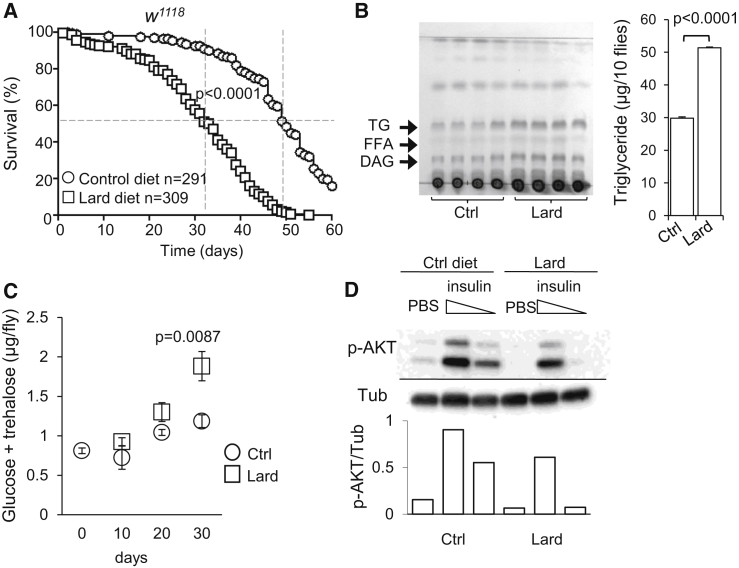
Reduced Lifespan and Systemic JAK-STAT Activation in *Drosophila* on Lipid-Rich Diet (A) Survival of adult male flies (*w*^*1118*^) fed a control diet (circles) or lard diet (squares). Log-rank test, χ^2^ = 340.0, p < 0.0001; Wilcoxon test, χ^2^ = 271.9, p < 0.0001. Data are pooled from six independent experiments. Dotted lines indicate 50% survival. (B) Thin-layer chromatography (TLC) analysis of group of ten flies fed a control or lard diet for 10 days. TG, triglycerides; FFA, free fatty acids; DAG, diacyl glycerol. Histogram represents quantification of TG; n = 4; mean ± SEM. (C) Glucose and trehalose content of flies fed control (circles) or lard diet (squares). Histograms represent mean ± SEM from four or five samples of three flies per diet. (D) Amount of phospho-AKT 10 min after injection of PBS, 320 pg/fly (high) insulin, and 64 pg/fly (low) insulin in samples of three flies fed a control or lard diet for 30 days. Histogram represents quantification p-AKT over *Tubulin*, a representative experiment of three is shown. Please also see Figure S1.

**Figure 2:**
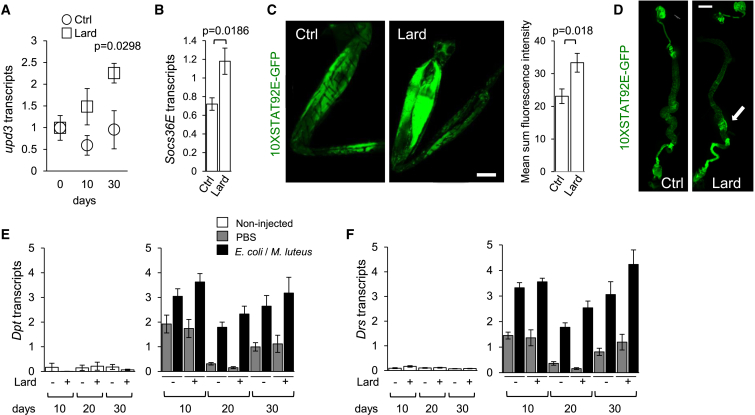
Systemic Activation of the JAK-STAT Pathway in Chronic Lipid-Rich Diet (A) *upd3* transcription in flies fed a control or lard diet, three flies per sample, histogram represents mean ± SEM of four or five independent samples per diet and per time point. (B) As in (A), *Socs36E* transcription in flies fed for 20 days. (C) Confocal imaging analysis of GFP expression in legs from 10xSTAT92E-GFP flies fed control or lard diets for 10 days. Bar is 100 μm; a representative experiment is shown out of six. Histogram represents quantification of the mean sum fluorescence intensity ± SEM for six flies per diet. (D) As in (C), STAT92E-GFP expression in guts. Arrow represents area of enhanced STAT92E-GFP expression in the midgut. Bar is 300 μm. Representative experiment is shown out of eight flies per diet. See also Figure S2. (E and F) *Drs* and *Dpt* transcripts in unchallenged (white bars), PBS-injected (gray bars), and *E. coli*-and *M. luteus*-infected flies (black bars) after 10, 20, and 30 days of control or lard-enriched diets. Histograms represent mean ± SEM of 4–5 independent samples per diet, per time point. Please also see Figure S2.

### Lipid-Rich Diet Promotes Upd3 Production by Macrophages in *Drosophila*

Tissue macrophages are professional phagocytes across the animal kingdom. *Drosophila* macrophages, termed plasmatocytes, are found throughout tissues of the adult fly (Meister, 2004; Figure 3A) and are left over from embryonic and larval hematopoiesis (Holz et al., 2003, Krzemień et al., 2007, Krzemień et al., 2010). They express lectins and scavenger receptors such as *Hemolectin* (*Hml*) (Goto et al., 2001) and *crq*, a fly *CD36* homolog (Franc et al., 1999, Stuart et al., 2005; Figure S3). *Drosophila* macrophages changed morphology on lipid-rich diet (Figure 3B). Their numbers were not modified as a result of the diet (Figure 3C), but analysis of fluorescence-activated cell sorting (FACS)-sorted plasmatocytes indicated they become foamy, accumulating neutral triglycerides and lipids within large Oil red O-positive lipid vacuoles (Figure 3D), a feature also typical of the tissue macrophage response to a lipid-rich diet in vertebrates (Li and Glass, 2002). Whole-genome expression array analysis indicated that expression of a large number of genes was upregulated or downregulated in macrophages from flies on a lipid-rich diet after 30 days, in comparison to cells from control diet-fed flies (Figure 3E). 

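The array data were collected from plasmatocytes of *w*;*HmlΔ*-Gal4,UAS-2xeGFP flies, in which the macrophage driver *HmlΔ* expresses GFP, so that the macrophages can be FACS sorted from whole flies. Flies were kept for 30 days on normal food or on food supplemented with 15% lard, and 5 independent samples of 5000 to 10000 sorted cells were taken per diet. RNA from so few cells must be amplified, and here the cDNA was amplified by PCR (SuperAmp) before it was labeled with Cy3 and hybridized. Each sample was hybridized alone to 1 custom Agilent *Drosophila* array. The 10 arrays lay on 3 slides, and each slide held arrays of both diets. Agilent Feature Extraction gave the authors 1 background-subtracted intensity per spot, which they deposited without normalization between arrays. Apart from control spots, each array carried 61656 spots of 32162 probes. Of these probes, 22086 (68.7%) could be named as 1 of 13204 genes. For the values given here, outlier spots were left out, the log2 of the intensity was taken relative to the 75th percentile of the array, and spots of the same probe were averaged. Each gene was represented by its brightest probe, and a gene was tested when that probe was well above background on at least 5 of the 10 arrays. This left 6297 genes. Of all 13204 genes, 2498 were well above background on all 10 arrays, 8802 on 1 to 9 arrays and 1904 on none. The number of arrays limits the precision: between arrays of the same diet, the SD of a tested gene had a median of 2.54 on the log2 scale, and of 1.36 among genes detected on every array.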

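At the threshold of the paper, an unadjusted p under 0.01 and a fold change over 2, limma called 22 genes higher and 45 genes lower in plasmatocytes from lard-fed flies. The fold change limit removed no gene: the smallest difference among the calls was 2.47 on the log2 scale and the median 5.33, computed with undetected spots at their background signal, so that most of these are not measured fold changes. Only 3 of these 67 genes were well above background on all 10 arrays, and each of the others was not detected on at least 1 array. Unadjusted p values under 0.05 were found for 306 of the 6297 genes, where 315 would be expected with no difference between the diets. After Benjamini-Hochberg adjustment, 0 genes passed an adjusted p under 0.05 with limma, the smallest adjusted p being 0.146, and 1 gene passed with the test named in the methods. Scaling moved the balance of the calls more than any other choice of normalization. When each array was scaled to its median, 35 genes were higher and 31 lower on lard, so that 53.0% of the calls were increases in place of 32.8%. When the percentile was taken over the probes detected on all arrays, 18 genes were higher and 47 lower, and 5 genes, each lower on lard, passed the adjusted threshold. With the slide as a block, 41 genes were higher and 35 lower, and 40 of the 67 calls were kept. Leaving out each array in turn gave 20 to 35 higher genes, the most without control A, and 36 to 59 lower genes. Across genes, expression on arrays of the same diet was correlated with a mean r of 0.521, and on arrays of different diets with a mean r of 0.519. From the genes past this threshold, drawn in the heat map of Figure 3E, the paper states that the lipid-rich diet raised or lowered the expression of many macrophage genes.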

Transcription-factor binding site representation analysis (Clark et al., 2013) identified an overrepresentation of AP-1, Fox, and ATF-CREB binding sites, but not NF-κB binding sites, in the vicinity of upregulated genes (Figure 3F). A qPCR analysis of FACS-sorted plasmatocytes did not detect activation of the transcriptional targets of the *Toll* and *Imd* NF-κB pathways, *Drosomycin* (*Drs*) and *Diptericin*, but indicated that macrophages from flies on a lipid-rich diet produced the JAK-STAT activating cytokine *upd3*, but not *upd* and *upd2* (Figure 3G). *Upd*, *upd2*, and *upd3* share a common gp130-like receptor, *domeless* (*dome*), that signals via a single JAK (*hop*) and a single STAT (*Stat92E*) (Agaisse and Perrimon, 2004, Binari and Perrimon, 1994, Brown et al., 2001, Hou et al., 1996, Yan et al., 1996). These data indicated that lipid-rich diet promotes *Drosophila* macrophage activation characterized by the production of *upd3*.

**Figure 3:**
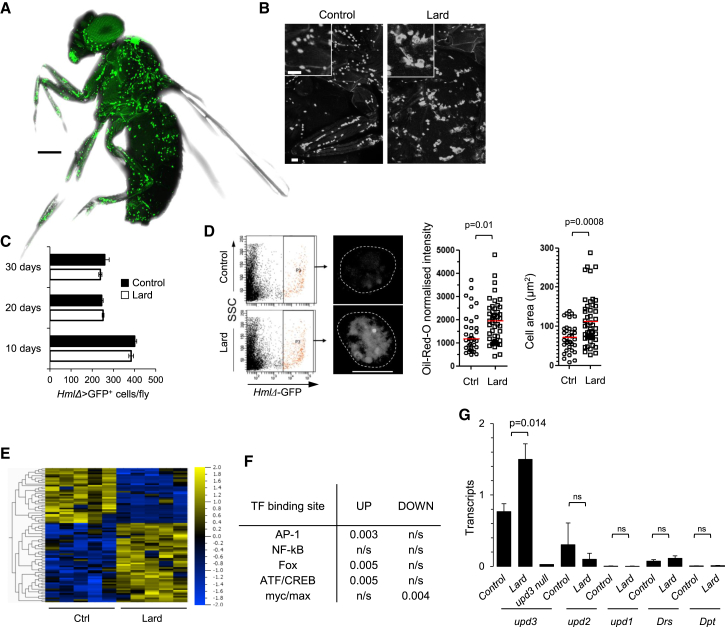
Macrophage Activation in Response to Chronic Lipid-Rich Diet (A) Confocal microscopy image (tiled/z stack, see Supplemental Experimental Procedures) of GFP^+^ plasmatocytes in 2-week-old *w*^*1118*^*;HmlΔ-*Gal4,UAS-2xeGFP male. Representative of more than ten flies. Bar is 250 μm. See also Figure S3. (B) As in (A), in flies maintained on control or lard diet for 10 days. Bars, 50 μm. (C) Number of GFP^+^ plasmatocytes in flies (as in A) fed a control or lard diet for 10, 20, or 30 days. Histograms show mean ± SEM from eight flies per diet and time point. (D) Analysis of oil red O lipid staining intensity and cell area of FACS-sorted plasmatocytes from flies fed a control (n = 35 cells) or lard diet (n = 49 cells) for 20 days. Images are analyzed by confocal microscopy; bar is 7.5 μm. Symbols represent values for individual cells; red bar indicates the mean. Plasmatocytes analyzed were collected from > 4 independent experiments. (E and F) Whole-genome expression array (Agilent) analysis of plasmatocytes from flies fed a normal or lard diet for 30 days. (E) Heat map represents up- and downregulated annotated genes across five independent biological replicates (fold change > 2, p < 0.01). (F) Transcription-factor binding sites identified as overrepresented in groups of genes shown in (E). “Fox” refers to a generic FOX (winged-helix) binding site. (G) *upd3*, *upd2*, *upd*, *Drs*, *and Drs1* transcripts in FACS-sorted plasmatocytes from *w*^*1118*^;*HmlΔ*-Gal4,UAS-2xeGFP flies fed a control or lard diet for 20 days. Histogram represents mean ± SEM from four or five samples of 20,000 cells per diet and genotype. *Upd3* null represents *upd3* transcription in *upd3* null sorted plasmatocytes under control diet. Please also see Figure S3.

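The genes with the largest changes were taken among those past this threshold whose 5 values of one diet all lay above the 5 of the other and whose probe was well above background on every array of the higher diet. Values are log2 intensities relative to the 75th percentile of the array, as mean ± SD over 5 arrays per diet, and probe positions are those of the array design on genome build dm3. Where a probe was not well above background on every array of the lower diet, the fold change is given as a lower bound. There, undetected spots were set to no less than the lowest detected signal of their array. This bound covers the detection limit only, not the sampling error, with limma standard errors of 1.05 to 1.54 across the 10 genes. Choosing the largest differences can also overstate their size. The limma adjusted p of the 10 genes ranged from 0.146 to 0.851. The largest decrease was in *CG13085* (probe on chromosome 2L, 19429452 to 19429510), which measured 2.81 ± 2.48 in control and -5.21 ± 1.52 in lard-fed flies and was detected on 5 control arrays and 1 lard array, a decrease of at least 139-fold (limma adjusted p = 0.146). *CG7841* (3L, 15498615 to 15498674) measured 2.06 ± 2.00 and -5.24 ± 1.74, with the same detection, and was at least 94.5-fold lower. *Mal-B1*, a maltase (2L, 11849056 to 11849115), measured 4.75 ± 1.07 and -2.16 ± 3.51. It was detected on 5 control arrays and 2 lard arrays, and was at least 106-fold lower. *Mal-B1* is also one of the genes listed here as gut markers, so gut material carried into the sorts is not excluded as its source. *CG11593* and *CG14926*, each detected on 5 control arrays and 1 lard array, were at least 76.6-fold and 57.4-fold lower. Among the increases, *l(3)76BDm* (3L, 19607336 to 19607395) measured -3.10 ± 1.85 in control and 1.55 ± 1.34 in lard-fed flies, was detected on 3 control arrays and 5 lard arrays, and was at least 18.6-fold higher (limma adjusted p = 0.616). *AlaRS*, an alanyl-tRNA synthetase (2L, 8378341 to 8378400), was detected on all 10 arrays and measured 0.34 ± 1.98 and 4.63 ± 1.31, a 19.5-fold increase. *CG11811*, *grsm* and *CG3625* were at least 17.6-fold, 14.6-fold and 14.6-fold higher, with detection on 4, 3 and 2 control arrays. Without single arrays, *CG11811* failed the threshold in 8 of 10 cases and *CG3625* in 5 of 10, and the other 8 genes passed it in every case. The fold changes and bounds given are those of the brightest probe of each gene only. With the mean of all its probes, *CG13085* changed by -4.74 on the log2 scale in place of -8.02. *CG11593* changed by -4.21 in place of -6.90 and *CG11811* by 2.68 in place of 4.33, and both then failed the threshold. The other 8 genes passed it, among them *Mal-B1* (-6.55 in place of -6.91) and *l(3)76BDm* (4.13 in place of 4.65). Because these 10 genes were chosen for diets that did not overlap, the exact permutation p of each is fixed at 0.00794 (two-sided), the smallest that 5 arrays against 5 allow, and is no further evidence. The diets were fully apart for 27 of the 6297 genes tested (0.429%), where 0.794% would be expected by chance.

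**Figure D1:**
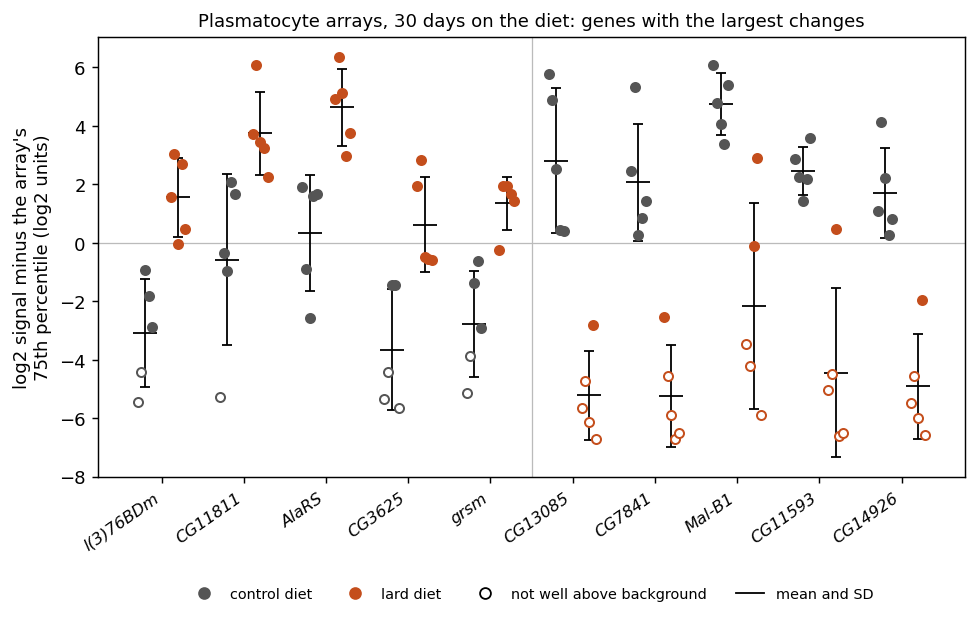
Log2 intensity of the 10 genes relative to the 75th percentile of the array (y axis, log2 units) on each control (gray) and lard (orange) array, with the mean and SD of each diet. Open symbols are spots not well above background; of the 10 genes, *AlaRS* alone was detected on all 10 arrays.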

### Macrophage-Derived Upd3 Is Responsible for the Metabolic and Lifespan Phenotype on Lipid-Rich Diet

*Upd3* was previously shown to be produced by macrophages in response to infection (Agaisse et al., 2003), but *upd3* is also produced by several other cell types and tissues in *Drosophila*, including midgut epithelial cells, where it plays an essential role in gut infection and homeostasis (Buchon et al., 2009, Jiang et al., 2009, Osman et al., 2012). To investigate whether *upd3* produced by macrophages or from other sources might be responsible for the phenotype of flies under a lipid-rich diet, we generated tissue-specific *upd3* knockdown flies. Silencing of *upd3* in the midgut or muscle did not rescue fly longevity (Figures S4A and S4B). However, silencing of *upd3* in macrophages improved fly longevity (Figure 4A) and decreased *upd3* induction in response to lipid-rich diet at whole-fly level (Figure 4B). Furthermore, macrophage-specific *upd3* knockdown also decreased glucose/trehalose almost to control concentrations (Figure 4C), and restored AKT phosphorylation in response to insulin (Figure 4D; Figures S4C–S4E). *Ilp2*, *Ilp3*, and *Ilp5* transcription was stable (Figure 4E), and plasmatocyte numbers were unchanged (Figure S4F). In addition, macrophage-specific *upd3* knockdown did not affect fly fat content (Figure 4F).

**Figure 4:**
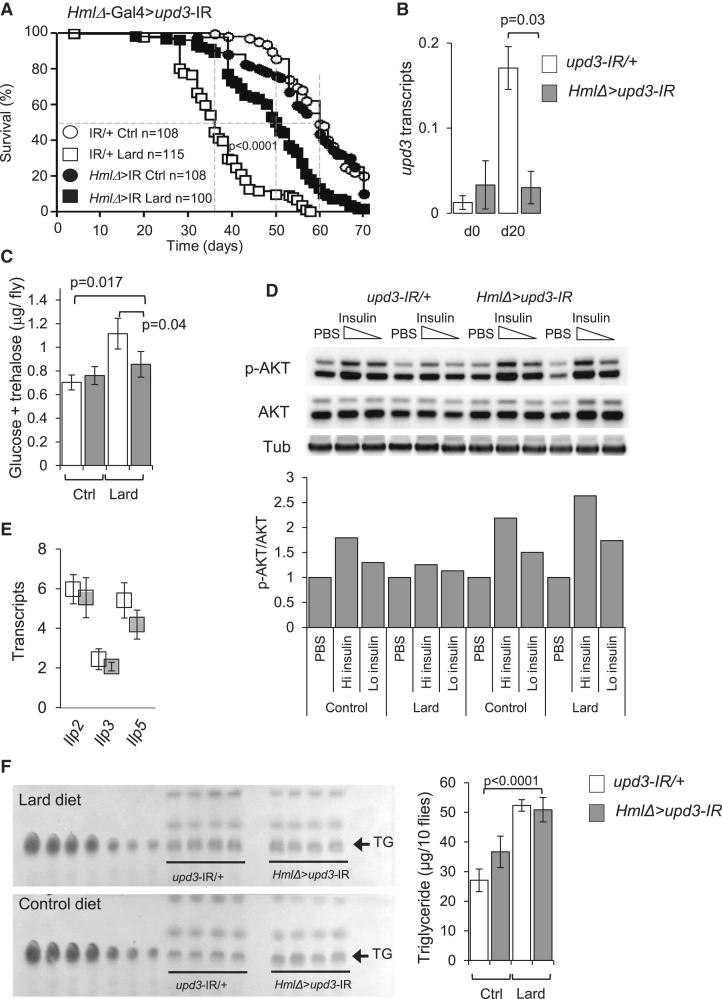
Macrophage-Derived Upd3 Controls Survival and Insulin Sensitivity in Lipid-Rich Diet (A) Survival of plasmatocyte (*HmlΔ*)-driven *upd3* knockdown flies (*HmlΔ*-Gal4,UAS-2xeGFP/UAS-*upd3*-IR, closed symbols) and control flies (UAS-*upd3*-IR/+, open symbols) on control or lard diet. Data are pooled from five independent experiments. Log-rank, χ^2^ = 68.79, p < 0.0001; Wilcoxon, χ^2^ = 65.83, p < 0.0001 for flies under lard diet. (B) *Upd3* transcription in flies as in (A) at days 0 and 20. Histogram shows mean ± SEM of four or five independent samples of three flies per diet and genotype. (C) Total glucose and trehalose content of flies as in (A) on a control or lard diet for 40 days. Histogram represents mean ± SEM from four or five samples of three flies per diet. (D) Amount of phospho-AKT in flies as in (A) 10 min after injection of PBS, 320 pg/fly (high) insulin, and 64 pg/fly (low) insulin in samples of three flies fed a control or lard diet for 40 days. Histogram represents quantification p-AKT over total AKT, n = 3; see also Figure S4. (E) *Ilp2*, *Ilp3*, and *Ilp5* transcription in *upd3*-IR and control flies fed a lard diet. Three flies per sample; histogram represents mean ± SEM of four or five independent samples per diet and per time point. (F) TLC for TG contents of groups of ten flies as in (A) fed a control or lard diet for 20 days. Histogram represents quantification of TG; n = 4, mean ± SEM. Please also see Figure S4.

These data suggested that *Drosophila* macrophages were responsible for reduced lifespan and the disruption of glucose homeostasis, via their production of *upd3*. To confirm whether the production of *upd3* was indeed responsible for systemic JAK-STAT activation and for the survival and metabolic phenotypes, we examined *Drosophila* genetically deficient for *upd3* (*upd3* null) (Osman et al., 2012). The lifespan of *upd3* null *Drosophila* was identical on control and lipid-rich diets (Figure 5A). *Upd3* null flies did not present with increased JAK-STAT activation in the course of a lipid-rich diet (Figure 5B) and did not develop hyperglycemia (Figure 5C), although they stored triglycerides when fed lipid-rich diets (Figure 5D). Plasmatocyte-specific expression of *upd3* in *upd3 null* flies reduced their lifespan on a control diet (Figure S5), and ectopic inducible expression of *upd3* or of *upd2*, in plasmatocytes or in the fat body, was also sufficient to reduce *Drosophila* lifespan (Figure 5E).

**Figure 5:**
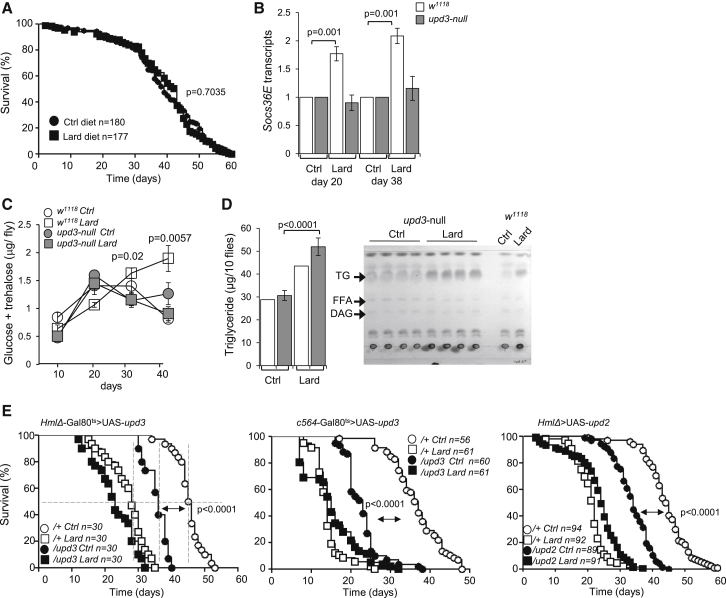
Chronic Lipid-Rich Diet Does Not Affect Lifespan and Glucose Level in Upd3 Null *Drosophila* (A) Survival of *upd3* null on control and lard diets. Log-rank, χ^2^ = 0.2264, p = 0.6342; Wilcoxon, χ^2^ = 0.1449, p = 0.7035. Data are pooled from eight independent experiments. (B) *Socs36E* transcripts in *upd3* null flies and *w*^*1118*^ controls. Three flies per sample; histogram represents mean ± SEM of four or five independent samples per diet and per time point. (C) Time course of glucose and trehalose concentrations in flies as in (B) on a control or lard diet. Histograms represent mean ± SEM from four or five samples of three flies per diet. (D) TLC analysis of TG content of *upd3* null flies and *w*^*1118*^ controls fed a control or lard diet for ten days. Histogram represents quantification of TG; n = 4, mean ± SEM. (E) Left: Survival of inducible plasmatocyte (*HmlΔ*)-driven overexpression of *upd3* (*HmlΔ*Gal80^ts^*>* upd3, closed shapes) compared to control flies (UAS-*upd3*/+, open shapes). Log-rank, χ^2^ = 56.16, p < 0.0001; Wilcoxon, χ^2^ = 46.46, p < 0.0001 for flies fed a control diet. Center: Survival of inducible fat body (c564)-driven overexpression of *upd3* (c564Gal80^ts^ > *upd3*, closed shapes) compared to controls (UAS-*upd3*/+, open shapes). Data are pooled from two independent experiments. Log-rank, χ^2^ = 97.38, p < 0.0001; Wilcoxon, χ^2^ = 88.73, p < 0.0001 for flies fed a control diet. Right: Survival of plasmatocyte (*HmlΔ*)-driven overexpression of *upd2* (*HmlΔ* > *upd2*, closed shapes) compared to controls (UAS-*upd2*/+, open shapes). Data are pooled from three independent experiments. Log-rank, χ^2^ = 119.5, p < 0.0001; Wilcoxon, χ^2^ = 102.7, p < 0.0001 for flies fed a control diet. Please also see Figure S5.

Altogether, these data suggested that, in *Drosophila* maintained on lipid-rich diet, macrophages are a major source of *upd3* production, which is responsible for systemic activation of the JAK-STAT pathway, reduced lifespan, and the disruption of glucose homeostasis.

### *Drosophila* Macrophages Control Glucose Homeostasis and Survival of Flies on Lipid-Rich Diet

To further challenge this hypothesis, we generated inducible macrophage-depleted adult flies (Charroux and Royet, 2009). Cell death was triggered in adult flies by inducible expression of the proapoptotic protein *reaper* (*rpr*) (White et al., 1996) in macrophages under the control of *HmlΔ* combined with a temperature-specific repressor (McGuire et al., 2004). Injected fluorescent lipids (DiI-LDL) are rapidly scavenged by plasmatocytes, and there was a strong correlation between the DiI and *HmlΔ*^+^ cells 1 hr after injection (Figure 6A). Furthermore, expression of *upd3*-GFP increased in plasmatocytes of flies injected with DiI-LDL (Figure 6B). Following *rpr* induction, macrophage depletion was complete as assessed by the absence of lipid scavenging in the flies (Figure 6C; Figure S6A). Macrophage depletion extended the longevity of flies on lipid-rich diet (Figure 6D), and decreased *upd3* and *Socs36E* expression (Figure 6E). Macrophage-depleted flies were also protected from hyperglycemia in comparison to controls (Figure 6F). Macrophage depletion did not affect the triglyceride content of the flies (Figure 6G), and *Ilp2*, *Ilp3*, and *Ilp5* transcription remained stable (Figure S6B). Our data thus indicated that macrophages are responsible for the reduced lifespan of *Drosophila* under lipid-rich diet, via the production of *upd3*. We therefore investigated the pathways and molecules that drive *upd3* production in *Drosophila* macrophages.

**Figure 6:**
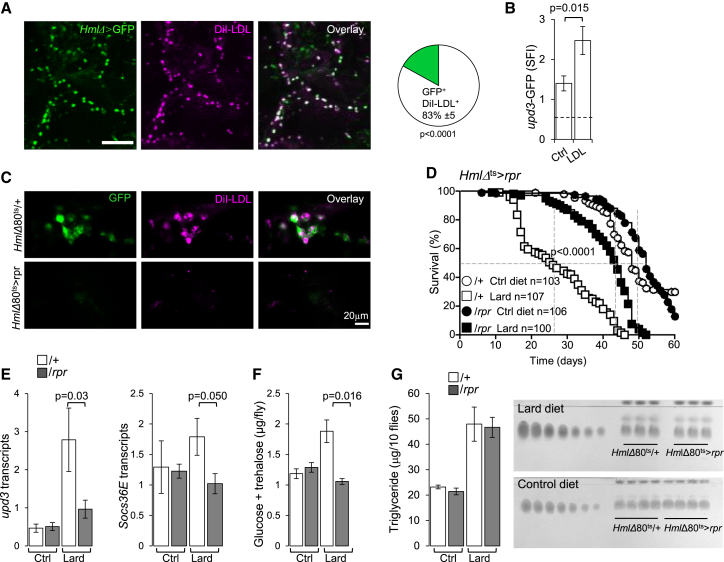
Macrophage Depletion in Lipid-Rich Diet Rescues *Drosophila* Lifespan and Glucose Metabolism (A) DiI-LDL (magenta) uptake 1 hr after injection by *HmlΔ*^+^ plasmatocytes (green). White cells represent the overlay of GFP and DiI-LDL. Bar, 100 μm. Pie chart: percent colocalization of *HmlΔ*^+^ cells with DiI-LDL, mean ± SD, p < 0.0001, n = 3. (B) Sum GFP fluorescence intensity in *upd3*-Gal4,UAS-GFP reporter flies injected with DiI-LDL or PBS. Mean ± SEM, n = 4. (C) Confocal images of plasmatocyte-depleted and control flies injected with DiI-LDL (see Experimental Procedures). n = 4. (D) Survival of plasmatocyte-depleted (*HmlΔ*Gal80^ts^ > *rpr*, closed shapes) and control flies (*HmlΔ*Gal80^ts^/+, open shapes) fed a control or lard diet. Data are pooled from four independent experiments. Log-rank, χ^2^ = 75.53, p < 0.0001; Wilcoxon, χ^2^ = 68.46, p < 0.0001 for flies fed a lard diet. (E) *upd3* and *Socs36E* transcripts in flies as in (D) fed lard or control diets for 20 days; three flies per sample; histogram represents mean ± SEM of four or five independent samples per diet. (F) Total glucose and trehalose content of flies as in (D) on control or lard diet for 30 days. Histograms represent mean ± SEM from four or five samples of three flies per diet. (G) TLC analysis of triglyceride contents of groups of ten flies as in (D) fed control or lard diets for 20 days. Histogram represents quantification of triglyceride (TG); n = 4, mean ± SEM. Please also see Figure S6.

### Upd3 Production by Macrophages Is Controlled by Croquemort and JNK, but Not by NF-κB Signaling

The above data suggested that lipid uptake by macrophages may regulate *upd3* production. We thus screened the fly genome for putative scavenger receptors involved in lipid uptake and expressed by macrophages (Figure S7A) and tested their roles in *upd3* production and survival. Plamatocyte-specific knockdown of two scavenger receptors, a fly *CD36* homolog *crq* (Franc et al., 1999, Stuart et al., 2005) and the EGF-like repeat containing scavenger receptor *Nimrod C1* (*NimC1*) (Kurucz et al., 2007) (Figures S7A and S7B), resulted in a 30%–40% reduction in macrophage lipid uptake (Figure 7A). Knockdown of *crq* decreased *upd3* and *Socs36E* expression in the whole fly (Figure 7B) and extended *Drosophila* lifespan (Figure 7C; Figure S7C), yet *Ilp2*, *Ilp3*, and *Ilp5* transcription was not significantly changed (Figure S7D). However, knockdown of *NimC1* in macrophages did not influence the lifespan of flies on a lipid-rich diet (Figure S7E).

**Figure 7:**
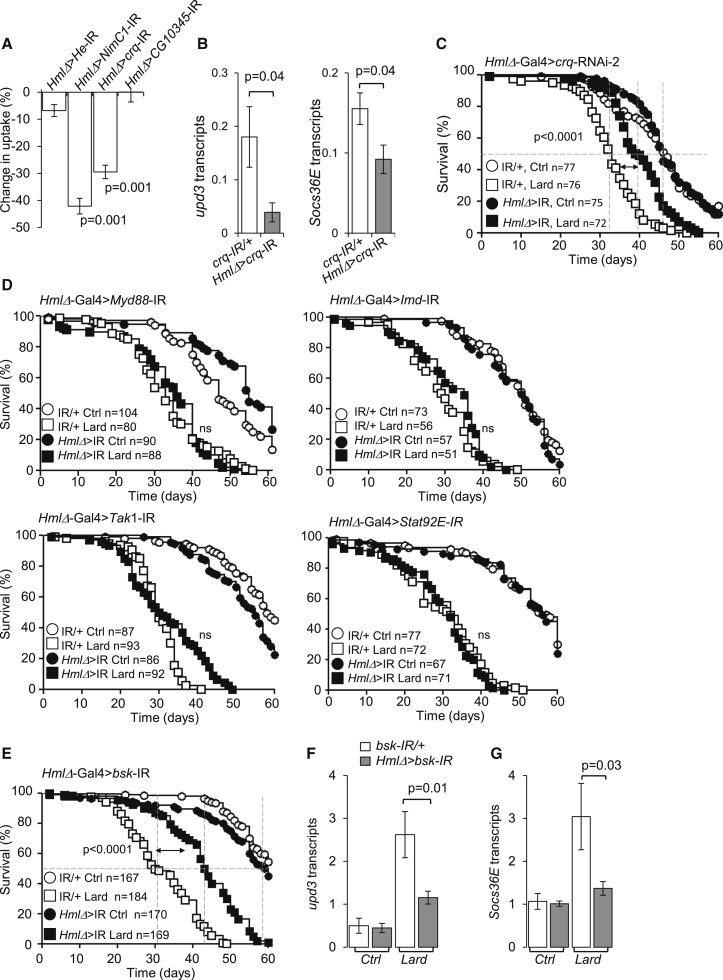
Control of Upd3 Expression by Macrophages during Lipid-Rich Diet (A) Percentage reduction in DiI-LDL uptake as compared to controls in plasmatocyte-specific scavenger receptor knockdown flies (*crq* and *NimC1*) and in *Hemese* (*He*) and *CG10345* knockdown flies (see Figure S7A and Experimental Procedures). Histograms represent mean ± SEM; n = 4 flies per genotype. (B) *upd3* and *Socs36E* transcripts in plasmatocyte (*HmlΔ* > *crq*-IR, gray) and control (UAS-*crq*-IR/+, white) flies fed lard diets for 20 days; three flies per sample; histogram represents mean ± SEM of four or five independent samples per diet. (C) Survival of plasmatocyte-specific *crq* knockdown flies compared to controls as in (B) on control or lard diet. Data pooled from four independent experiments. Log-rank, χ^2^ = 31.15, p < 0.0001; Wilcoxon, χ^2^ = 32.75, p < 0.0001 for flies on a lard diet. (D) Survival of plasmatocyte (*HmlΔ*)-specific *Myd88* (top left), *Imd* (top right), *Tak1* (bottom left), and *Stat92E* (bottom right) knockdown flies (closed shapes) and controls (open shapes) on a control or lard diet. *HmlΔ* > *MyD88*-IR data were pooled from three independent experiments. Log-rank, χ^2^ = 0.000000002953, p = 1.0000; Wilcoxon, χ^2^ = 1.124, p = 0.2891 for flies on a lard diet. *HmlΔ* > *Imd*-IR: data were pooled from three independent experiments. Log-rank, χ^2^ = 2.104, p = 0.1469; Wilcoxon χ^2^ = 2.872, p = 0.0901 for flies on a lard diet. *HmlΔ* > *Tak1*-IR data were pooled from three independent experiments. Log-rank, χ^2^ = 1.124, p = 0.2891; Wilcoxon, χ^2^ = 1.138, p = 0.2862 for flies on a lard diet. *HmlΔ* > *Stat92E*-IR data are pooled from three independent experiments. Log-rank, χ^2^ = 1.011, p = 0.3146; Wilcoxon, χ^2^ = 0.03924, p = 0.8430 for flies fed a lard diet. (E) Survival of plasmatocyte-specific *bsk* knockdown flies (*HmlΔ* > *bsk*-IR, closed shapes) and control flies (UAS-*bsk*-IR/+, open shapes) on control and lard diets. Data are pooled from six independent experiments. Log-rank, χ^2^ = 112.6, p < 0.0001; Wilcoxon, χ^2^ = 91.36, p < 0.0001 for flies on a lard diet. (F and G) *upd3* and *Socs36E* transcription in flies as in (E) on lard or control diets for 30 days; three flies per sample; histogram represents mean ± SEM of four or five independent samples per diet. Please also see Figure S7.

The lack of effect of *NimC1* knockdown on survival despite its effect on lipid uptake suggested that the effect of *crq* knockdown on survival may be linked to signaling. We thus investigated the roles of signaling pathways that may be involved in the expression of *upd3* by macrophages. Silencing of myeloid differentiation primary response gene 88 (*Myd88*), immune deficiency (*Imd*), and TGF-β-activated kinase 1 (*Tak1*) in macrophages (Figure 7D) did not rescue *Drosophila* lifespan on lipid-rich diet. These data were in accordance with the lack of detectable NF-κB activation in macrophages (see Figures 2E, 2F, 3F, and 3G). In contrast, we found that silencing of JNK (*bsk*) in macrophages (*HmlΔ*-Gal4 > *bsk*-IR) extended the longevity of flies maintained under a lipid-rich diet (Figure 7E) and decreased expression of *upd3* (Figure 7F) and *Socs36E* (Figure 7G) in the whole fly, but did not affect plasmatocyte numbers (Figure S7F). This result was consistent with the observed overrepresentation of AP-1 but not NF-κB binding sites in the vicinity of genes upregulated in plasmatocytes from lipid-rich diet-fed flies (Figure 3F). Additionally, silencing of signal-transducer and activator of transcription protein at 92E (*Stat92E*) in macrophages did not rescue *Drosophila* longevity on lipid-rich diet (Figure 7D), suggesting that JNK acts downstream of *crq*, but upstream of *upd3* (Figure S7H). Indeed, regulation of the JNK transcriptional target puckered (puc) on a lipid-rich diet was lost in *crq* knockdown flies (Figure S7G). The regulation of *upd3* expression by JNK in macrophages is reminiscent of the previously described regulation of *upd3* expression by JNK (Jiang et al., 2009) but not NF-κB signaling (Buchon et al., 2009) in enterocytes from the *Drosophila* midgut.

## Discussion

Collectively, our observations in a simple model organism demonstrate an essential role of macrophages in the loss of glucose homeostasis and lifespan reduction caused by a chronic lipid-rich diet, via the prolonged production of the type 1 cytokine *upd3* that activates the JAK-STAT pathway. Further, we identify a genetic *crq-JNK-upd3* cassette in macrophages critical for the longevity of “obese” flies. Our findings suggest that scavenging of excess lipids via *crq*, a CD36 analog (Stuart et al., 2005), results in the activation of a JNK-mediated stress response in macrophages, which in turn drives their production of *upd3*, activating the JAK-STAT pathway, which controls insulin sensitivity and lifespan in *Drosophila*.

It is interesting to note that this response is distinct from a NF-κB-dependent immune response, since reduced longevity and insulin resistance due to lipid-rich diet were not caused by transcription of NF-κB target genes in the whole fly or in macrophages. These data are consistent with recent evidence that lipid uptake by murine macrophages does not activate NF-κB (Spann et al., 2012). It is also noteworthy that the lipid storage phenotype was not affected by macrophage depletion or genetic reduction of *upd3* production and JAK-STAT signaling. This suggests that, in the fly, the macrophage stress response mediated by cytokine production causes disease, rather than lipid storage itself.

The JAK-STAT pathway and *upd3* in *Drosophila* are involved in the maintenance of tissue homeostasis and tissue repair in conditions of acute stress and infection via the control of stem cell proliferation in the *Drosophila* gut, testis, ovary, and kidney (Jiang et al., 2009, Kohlmaier and Edgar, 2008, Osman et al., 2012, Singh et al., 2007); the inhibition of apoptosis (Betz et al., 2008); and the regulation of *Ilp* secretion (Rajan and Perrimon, 2012) and insulin signaling (Karpac et al., 2011). Reducing insulin-TOR activity in *Drosophila* decreases cardiac dysfunction induced by short-term lipid-rich diet (Birse et al., 2010). Paradoxically, we found here that sustained production of *upd3* in response to chronic excess dietary lipid caused impaired glucose metabolism and decreased lifespan. Thus JAK-STAT activation may contribute to the regulation of energy storage, at least in part through insulin receptor signaling, a protective effect that may nevertheless affect host fitness and cause pathogenesis, depending on its magnitude and duration (Jamieson et al., 2013, Medzhitov et al., 2012).

Vertebrate CD36 is involved in lipid scavenging (Stuart et al., 2005), and activates JNK (Baranova et al., 2008, Rahaman et al., 2006), while mice with JNK-deficient macrophages present with decreased production of cytokines, including IL-6, and are protected against insulin resistance (Han et al., 2013). Therefore, we hypothesize that a conserved mechanism by which excess lipids activate a chronic stress response mediated by macrophage scavenger receptors, JNK, and type 1 cytokine production may cause dysregulated metabolic homeostasis and reduced lifespan and represents a target for therapeutic interventions.

## Experimental Procedures

### *Drosophila melanogaster* Stocks

See Supplemental Experimental Procedures.

### Lipid-Rich Diet Preparation

Lipid-rich diets were prepared using the control diet as a base recipe and adding lard (protein, nil; carbohydrates, nil; saturated fat, 44%; monounsaturated, 42%; polyunsaturated, 9.5%; salt, nil; fiber, nil; Sainsbury’s Basics Lard) in a weight-for-volume manner as described by Birse et al. (Birse et al., 2010), at either 6.3% or 15%. All experiments were carried out using the 15% lard-enriched diet except for experiments shown in Figures 3B and 3D, where a 6.3% lard-enriched diet was used.

### Life Span Assays

Male flies were collected soon after eclosion, and groups of approximately 20–30 age-matched flies per genotype were placed on the given control and lipid-rich diets. All survival experiments were conducted at 25°C or 29°C. For temperature-sensitive plasmatocyte-depleted survival assays, fly crosses were carried out at 18°C to prevent Gal4 activity during development. Flies were collected soon after eclosion and were then placed at 29°C for 48 hr to initiate the inhibition of Gal80^ts^, and therefore the transcription of *reaper*, to induce plasmatocyte cell death in adult flies. Once the plasmatocytes had been depleted in these flies, they were put in groups, per genotype, and placed on the given diets, and the survival assay was carried out at 25°C. In all other experiments utilizing Gal80^ts^, crosses were also carried out at 18°C to prevent Gal4 activity during development. Flies were collected soon after eclosion over 2–3 days and were placed at 29°C for the entire survival assay, in order to ensure the overexpression or knockdown of *upd3* was maintained throughout the fly lifespan. In all survival assays carried out, vials were checked each day for any fly deaths, which were recorded. Food vials were kept on their sides to minimize the possibility of fly death from becoming stuck to the food, and vials were changed for fresh food every other day. Flies were transferred into new vials without using CO_2_.

### Plasmatocyte Deletion

Plasmatocyte cell death was triggered in adult flies by inducible expression of the proapoptotic protein *reaper* (*rpr*) (McGuire et al., 2004). *Rpr* expression was controlled by the temperature-sensitive driver *Tubulin*-Gal80^ts^ and the plasmatocyte-expressed driver *Hml*Δ-Gal4. In these flies the ubiquitous *Tub-*Gal80^ts^ promoter represses Gal4 activity in all tissues at temperatures below 29°C.

### Insulin Sensitivity Experiment

Flies were injected with 50 nl of PBS or insulin-resuspended in PBS at a high dose (6.4 μg/ml) and a low dose (1.28 μg/ml). Flies from each condition were smashed in groups of three, in triplicate, 10 min postinjection in 75 μl of 2x Laemmli loading buffer (100 mM Tris [pH 6.8], 20% glycerol, 4% SDS, 0.2 M DTT). Samples were stored at −80°C until required. Eight microliters of this lysate was loaded per lane. Protein was transferred to nitrocellulose membranes. Antibodies used were as follows: from rabbit, anti-S505-phosphorylated *Drosophila* Akt (CST #4054, 1:1,000) and anti-pan-Akt (CST #4691, 1:1,000); from mouse, anti-α-tubulin (12G10 Developmental Studies Hybridoma Bank, used as an unpurified supernatant at 1:10,000). Secondary antibodies were HRP anti-rabbit IgG (CST #7074) and HRP anti-mouse IgG (KPL), both used at 1:5,000. Proteins were detected with Supersignal West Pico Chemiluminiscent Substrate (Thermo Scientific) using a BioRad Molecular Imager, and band densitometry was analyzed using Bio-Rad Image Lab software.

### Glucose/Trehalose Measurement Assay

Flies were starved for 1 hr before being smashed in 75 μl TE + 0.1% Triton X-100 (groups of three flies per genotype and per diet were smashed per sample). After smashing, samples were immediately stored at −80°C. Samples were thawed when required and incubated at 90°C for 20 min to inactivate fly enzymes. Standards were prepared (ten series 1:2 dilution) using glucose for quantification. A total of 5 μl of sample was loaded per condition into flat-bottom 96-well tissue culture plates. Each fly sample was run three times, first alongside water for calculation of background fly absorbance, second with glucose reagent (Alere) for glucose, and third with glucose reagent plus trehalase for trehalose and glucose measurement. Plates were then incubated at 37°C for 1 hr before reading with a Wallac spectrophotometer at 490 nm.

### Thin-Layer Chromatography Triglyceride Measurement

See Supplemental Experimental Procedures.

### Feeding Assay

See Supplemental Experimental Procedures.

### Quantitative Real-Time PCR

See Supplemental Experimental Procedures.

### Confocal Microscopy

See Supplemental Experimental Procedures.

### DiI-LDL Injection

See Supplemental Experimental Procedures.

### Bacterial Infection

See Supplemental Experimental Procedures.

### Fluorescence-Activated Cell Sorting

FACS samples were prepared as per Clark et al. (Clark et al., 2011). Approximately 90 adult male *Drosophila* (*w*;*Hml*Δ-Gal4,UAS-2xeGFP) were homogenized through a 70 μm cell strainer (BD Biosciences) with ice-cold 1x PBS-EDTA (2 mM) into a 50 ml falcon. The filtered sample was then centrifuged at 4°C for 15 min at 150 × *g*, the supernatant was discarded, and the pellet was resuspended in 5 ml of PBS-EDTA (2 mM) and passed once again through a 70 μm cell strainer; this wash step was repeated. GFP-positive *HmlΔ*-positive plasmatocytes were sorted through a 100 μm nozzle at 20 psi pressure using a FACS Aria II. For every sort, a GFP-negative sample was first analyzed in order to calibrate the sorter for detection of GFP-positive cells. Cells were sorted into RLT buffer from the RNeasy Plus Micro Kit (QIAGEN) in order to extract RNA for cDNA generation and perform RT qPCR, or cells were sorted into PBS in order to fix and stain them for imaging.

### Oil Red O Staining of FACS-Sorted Plasmatocytes

See Supplemental Experimental Procedures.

### Plasmatocyte Gene Expression Arrays

Plasmatocytes were isolated from *w*;*Hml*Δ-Gal4,UAS-2xeGFP flies that were either kept for 30 days on lard-supplemented food or normal food as described above. Five thousand to ten thousand GFP-positive plasmatocytes were FACS sorted from five independent samples per group and sorted directly into 6.4 μl preheated SuperAmp Lysis buffer (Miltenyi). Samples were incubated for 10 min at 42°C according to the manufacturer’s guidelines and stored at −20°C until shipping. Samples were further analyzed and processed by the Miltenyi Genomic Service. For each of the cDNAs, 250 ng was used as template for Cy3 labeling according to the manufacturer’s protocol. The Cy3-labeled cDNAs were finally hybridized to an Agilent Whole *Drosophila* Genome Oligo Microarrays Custom 8x60K. The Agilent Feature Extraction Software (FES) was used to read out and process the microarray image files. The software determines feature intensities (including background subtraction), rejects outliers, and calculates statistical confidences. 

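On the 10 plasmatocyte arrays the software called between 30.9% and 48.6% of the spots well above background. The share was 33.3%, 30.9%, 44.4%, 48.6% and 42.9% in control replicates A to E, and 35.2%, 32.1%, 36.7%, 42.8% and 39.2% in lard replicates A to E. The means, 40.0% ± 7.58 (SD, n = 5) on the control diet and 37.2% ± 4.06 (SD, n = 5) on the lard diet, did not differ beyond the spread between arrays (exact permutation test, two-sided, p = 0.468). Between 76 and 196 spots per array were rejected as outliers, and 0 spots were saturated. Because fewer spots were detected than not, the median spot of each array was a background spot, with a median intensity between 3.64 and 15.7, whereas the 75th percentile lay between 93.5 and 614.

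**Figure D2:**
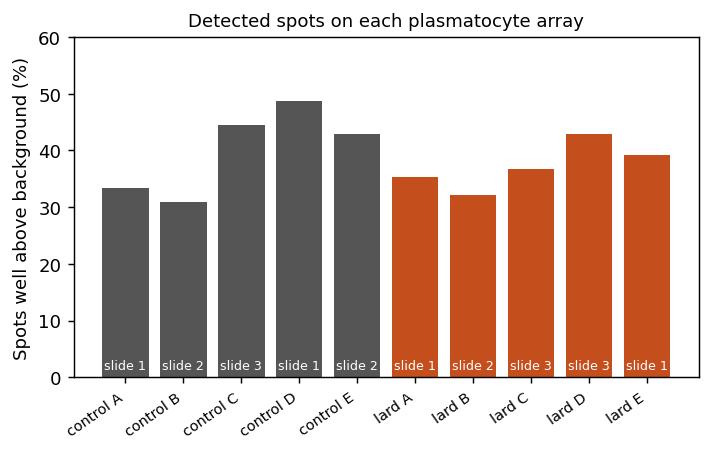
Share of spots well above background (y axis, percent) on each array, with control arrays in gray, lard arrays in orange and the slide of each array written at the foot of its bar. Control D has the highest share, 48.6%, and control B the lowest, 30.9%.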

Normalized data sets were compared using an unpaired t test (p < 0.01) and a fold change > 2 between normal diet and lard-supplemented food. 

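When the methods' t-test was run on the 6297 detected genes in place of limma, 15 genes were higher and 28 lower on the lard-supplemented food at p under 0.01 and a fold change over 2, and 38 of these were also limma calls. Unadjusted p values under 0.05 were found for 241 genes. With Benjamini-Hochberg adjustment only *CG5823*, which is named here because it alone passed, kept an adjusted p under 0.05. It was well above background on all 5 control arrays and on 0 lard arrays, and was at least 22.4-fold lower on lard. The normalized values that the authors deposited are the spot intensities divided by the median of the array, to within 0.0322%. With these values in place of the 75th percentile, limma called 35 higher and 31 lower genes, and all 66 were also called, in the same direction, with median scaling. In a combination tried after the data had been examined, the authors' values, the methods' t-test and every gene on the array, detected or not, 30 genes were higher and 24 lower, and 0 passed after adjustment, with 361 of 13204 genes at an unadjusted p under 0.05.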

Annotated significantly differentially regulated genes were depicted in a heat map. Heat map of differentially regulated genes represents the log_2_ of the fold change between normal diet and lard-supplemented diet.

### Statistical Analysis

For real-time quantitative PCR, TLC and the colorimetric assay for glucose and trehalose levels standard sets were used in order to calculate values for each sample. An unpaired t test was used to calculate statistical significance for all experiments, excluding survival assays, where log-rank and Wilcoxon tests were performed using GraphPad Prism.

Transcription factor-binding site analysis on plasmatocyte microarray data was performed using Clover precisely as previously described (Clark et al., 2013). All genes up- or downregulated more than 2-fold and with p < 0.01 were used in this analysis. Further analysis of the plasmatocyte microarray data was done with Qlucore.

## Author Contributions

F.G. and K.J.W. designed the study and wrote the manuscript. K.J.W., K.K., C.A.P., and V.V. performed experiments. K.J.W, K.K., M.S.D., and F.G. designed experiments and analyzed the experimental data.

How the deposited data were processed for this re-analysis (not part of the article)

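Gene expression was measured on single-color Agilent arrays in plasmatocytes sorted from flies kept for 30 days on control food (5 arrays) or on food with 15% lard (5 arrays). Each sample held 5000 to 10000 sorted cells. The authors had the cDNA amplified by PCR, labeled it with Cy3, and read the arrays with Agilent Feature Extraction 10.7.3.1, which subtracts the background and rejects outlier spots. The deposited scanner files hold an intensity for each spot, on a linear scale and not normalized between arrays. The authors also deposited 1 table of normalized values for the same spots, which holds a ratio: on every array, each value equals the processed intensity times a single factor, from which no spot departed by more than 0.000237%. This factor differed from 1 over the median intensity of the array by at most 0.0322%. The paper's text does not name this normalization. All 10 columns of that table were used, and 0 columns of samples were left aside.

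The main values are the log2 of the processed intensity minus the 75th percentile of the array, with control spots and outlier spots left out and spots of a probe averaged. Probes were named through their accessions and names in a RefSeq gene table of *Drosophila melanogaster* Release 6. That release differs from the array's build, dm3, so the table served for names only, and positions are those printed in the array design. Of 32162 probes, 22086 were matched, to 13204 genes. Each gene was represented by the probe with the highest mean over the 10 arrays. It was tested when that probe was well above background on at least 5 arrays, which left 6297 genes. Fewer than 50% of the spots were detected on every array, a case in which the percentile can be taken over the probes detected on all arrays instead. The percentile over all probes had been fixed as the main setting before the data were examined and was kept, and the other percentile is given as an alternative beside the main counts.

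The diets were compared with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, with diet as the only term. Genes were counted at an unadjusted p under 0.01 and a fold change over 2, as in the paper's methods, and at a Benjamini-Hochberg adjusted p under 0.05 with a fold change over 2. The methods' t-test was run on the same values. The genes named are the 5 largest rises and the 5 largest falls past the paper's threshold, among genes whose diets did not overlap and whose probe was detected on all 5 arrays of the higher diet, and every gene the paper names that the array holds. Other genes named in the text were chosen after their values were seen. A gene not well above background on every array of a diet has only a bound there, which covers the detection limit and not the sampling error. The bound sets the mean of the brighter diet against the mean of the dimmer diet with each array raised to the lowest detected signal of that array where the gene lay under it. A total of 13 gene lists, written before the data were examined, were tested with camera (inter-gene correlation 0.01). They were targets of NF-κB, JNK and JAK-STAT signaling, macrophage genes, lipid droplet and lipid uptake genes, ribosomal proteins, heat shock and oxidative stress genes, and markers of muscle, gut, fat body, photoreceptors and neurons, testis and accessory gland. Tests of values per array were exact permutation tests in Python 3.11.15.

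The alternatives were normexp background correction with an offset of 50, quantile normalization, median scaling, the percentile over probes detected on all arrays, no filter on dim probes, a filter on all 10 arrays, a floor at the lowest detected signal, the mean of all probes of a gene, the slide or the replicate letter as a block, array weights, the authors' values, the methods' t-test, and leaving out each array. The slides were a batch holding both diets: slide 1 had 2 control and 2 lard arrays, slide 2 had 2 control arrays and 1 lard array, and slide 3 had 1 control array and 2 lard arrays.

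The fit was tested on simulated values drawn for the 6297 genes from their means and SDs, with 200 genes changed. The draws were normal, independent between genes and without a background floor, unlike the array values. At 5 arrays per diet, limma called 10.4% of genes changed by 2 on the log2 scale, 50.7% of those changed by 4 and 80.3% of those changed by 6 at the paper's threshold, and after adjustment 0%, 16.4% and 50%. Of the 6097 unchanged genes, 1.26% were called, and 7 passed after adjustment. The analysis of transcription-factor binding sites was not run, since no genome sequence was used here. Experiments other than the arrays, including quantitative PCR, are not analysed here.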

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

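The tests of probes of a gene by their distance were chosen only after the spread between arrays was seen. A sample is listed here where its gap to the nearest of the other 4 samples of its diet divided by the range of the diet exceeded 0.71, Dixon's 95% limit for 5 samples. Over 76 sets of 5 values (detected spots, the named genes and the gene lists, in each diet), chance gives about 3.8 such samples, and 3 were found. The number found does not exceed chance.

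The mean of the gut marker list was 0.83 on the log2 scale in lard E and lay between 2.37 and 2.56 in the other 4 lard samples, while the control samples ranged from 1.63 to 3.87. *grsm* was at -0.25 in lard A and between 1.43 and 1.94 in the other lard samples. The diptericin gene *DptA* was at -6.76 in lard D, where it was not well above background, and between 4.09 and 8.44 in the other lard samples. A technical candidate explanation for single low values is the loss of a cDNA fragment in the amplification of few cells. In these arrays, probes of a gene under 200 bp apart deviated together (r = 0.827), whereas probes 1000 bp or more apart hardly did (r = 0.102). For *DptA* this is not the only open explanation, since targets of NF-κB moved together from array to array (mean correlation within the diets 0.57). Lard A and E lay on slide 1 and lard D on slide 3, and the slide was not tested for single values. No biological explanation was tested.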

How the results depend on the processing

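The settings named as added here were chosen after seeing the data: all probes of the array, the combinations with the authors' values, median scaling without control D, and, for the gene lists, the median and the percentile over detected probes. The other settings were fixed before the data were examined.

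The number of genes higher on lard at the paper's threshold was 22 and stayed within 1.5 times of this under 8 of the 13 alternatives set beforehand that keep every array. It was 35 with median scaling and with the authors' processed values, 10 among genes detected on all 10 arrays (2498 genes tested), 41 with the slide as a block and 41 with array weights. The number lower on lard was 45 and stayed within 1.5 times under 9 of the 13. It was 80 with no filter (13204 genes tested), 5 among genes detected on all 10 arrays, 74 with array weights and 28 with the methods' t-test. Among the added settings, all probes of the array gave 40 higher and 88 lower, the authors' values with the methods' t-test and no filter gave 24 lower, and the same with all probes gave 76 higher. The cause of these shifts was not tested, except where the number of genes tested differs as given and for the median scaling. Without single arrays, 20 to 35 genes were higher and 36 to 59 lower. The 35 higher genes were found without control A, where 91 genes in all were called, and 57 were called without control C and without lard A, against 67 with every array. Of the 67 calls, 35 to 47 were kept when an array was left out.

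After adjustment 0 genes passed with limma, at 306 genes with an unadjusted p under 0.05. With quantile normalization 4 passed, with the percentile over the probes detected on all arrays 5, with array weights 1 and with the methods' t-test 1, each lower on lard. *CG5823* was among the genes in each of these, and is named after its values were seen. Without single arrays 0 to 2 genes passed. The 2 are *CG11593* and *chb* without lard C, *chb* being named after its values were seen. The cause was not tested.

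Share of increases among the calls. This share was 32.8% with the main scaling, 27.7% with the percentile over detected probes, 44.8% with quantile normalization, 43.5% with normexp and 53.0% with median scaling. The median log2 change of all genes was 0.075 with the main scaling and 0.30 with median scaling, a shift of 0.22. On the authors' median scale, genes detected on all arrays had a median of 6.76 in control D and of 8.54 to 9.70 in the other 9 arrays. Without control D, the share was 40.3% with median scaling and 43.7% with the 75th percentile, so that the low scale of this array is a candidate explanation of the difference between the scalings. Median scaling without control D is an added setting, with 27 genes higher and 40 lower.

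The named genes. For the named genes 12 alternatives that keep every array were run, without the methods' t-test. All 10 genes named for their size kept their direction in each of these that tested them, and without each single array. All 10 stayed past the threshold with median scaling, no filter, the floor and the authors' values. The others left 7 to 9 of them past it, apart from 1 among genes detected on all 10 arrays, where the rest were not tested, and 8 to 10 were past it without single arrays. No gene of the paper was past the threshold in these settings or without single arrays, and these changed sign: *Socs36E* (-0.033) was at 0.60 with quantile normalization, 0.19 with median scaling and with the authors' values, 0.28 with the slide block, 0.58 with array weights and -0.86 to 0.88 without single arrays. *Stat92E* (0.017) was at -0.061 with quantile normalization, -0.068 with the percentile over detected probes, -0.53 with the mean of all probes and -0.48 to 0.61 without single arrays. *CG10345* (0.36) was at -0.023 with the floor, -0.38 with array weights and -1.65 to 1.40 without single arrays. *crq* (1.02) was at -0.19 with the mean of all its probes. Without single arrays *Drsl1* ranged from -0.026 to 0.81, *Hml* from -0.19 to 0.61, *Myd88* from -0.46 to 1.02, *Tak1* from -0.12 to 1.36 and *Akt* from -0.11 to 0.80. None of these values was past the threshold, and the cause of the sign changes was not tested.

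One of the 13 gene lists, the NF-κB targets, passed an adjusted p under 0.05 with camera. It did not with fry (0 lists, adjusted p = 0.988) or with the correlation estimated from the data (0 lists, adjusted p = 0.999), and without single arrays 0 to 1 lists passed, the 0 being found without control D, control E, lard A, lard B or lard E. It passed with quantile normalization, the slide block, no filter and both added scalings, so that its adjusted p ranged from 0.00134 to 0.999 over the alternatives that keep every array. The fry and estimated-correlation tests allow for the correlation between the genes of a list, whose mean was 0.57 here.

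The replicate letters were not taken to pair the samples. The deviations of the control and lard sample of one letter were correlated by 0.019, 0.031, 0.051, 0.10 and 0.00078 for A to E, with a mean of 0.041 against -0.010 for samples of different letters. With the letter as a replicate block, 19 genes were higher and 36 lower, 0 passed after adjustment, 7 of the 10 named genes were past the threshold and 1 gene list passed.

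Signal over background limits which genes have a measured fold change: 2498 of 13204 genes were detected on all 10 arrays, and where a gene was not detected in a diet on every array the change is a bound. The analysis of binding sites near changed genes and its alternatives were not run.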

Differences from the paper's values

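In Figure 3E, read by eye, about 60% of the height of the heat map shows genes higher on the lard diet in the paper, against 32.8% of the genes past the threshold here. Of the alternatives set before the data were examined that keep every array, 6 fall within 1.5 times of the paper's share: median scaling and the authors' processed values (53.0% each), quantile normalization (44.8%), normexp (43.5%), the slide block (53.9%) and genes detected on all 10 arrays (66.7%). The other 7 do not: the percentile over detected probes (27.7%), no filter (27.9%), the floor (34.2%), the mean of all probes (36.2%), the replicate block (34.5%), array weights (35.7%) and the methods' t-test (34.9%). Of the 10 settings that leave out an array, the one without control D (43.7%) falls within it and the other 9 do not. The authors' values with the methods' t-test and no filter gave 55.6%, and with all probes as well 59.8%, in combinations chosen after seeing the values.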

Other observations

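The tests of the spread between arrays by probe distance and duplicate spots, the test of the replicate letters, and the combination of the authors' values with the methods' t-test and no filter were chosen only after the results were seen.

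Chance was not excluded for the number of called genes. Among 100 of the 126 ways to split the 10 arrays into 5 and 5, the real one included, 65 gave at least the 67 genes found between the diets at the paper's threshold, and the other splits had a median of 71 and a range of 46 to 323. With the authors' values, the methods' t-test and no filter, 85 of 100 splits gave at least the 54 genes found. With the slide as a block, 40 of the 67 calls were kept, and 41 genes were higher and 35 lower. The replicate block kept 37 of them and leaving out 1 array 35 to 47. The count kept therefore does not decide whether calls came from the slide. The share of detected spots did not differ between the diets (exact permutation p = 0.468), but with 5 arrays per diet a part played by the yield of the amplification stays open. No marker list of another tissue passed with camera (smallest adjusted p = 0.521), which likewise leaves single genes open. An effect of the diet is not excluded either. On simulated values, limma called 10.4% of the genes changed by 2 on the log2 scale. It called 50.7% of those changed by 4 and 80.3% of those changed by 6. In that setting most changes of 2 were missed and most changes of 6 found. The simulated values were normal, independent between genes and without a background floor, so these shares need not hold on the arrays.

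The spread between arrays followed the position of the probe. The deviations of 2 spots of the same probe on an array were correlated by 0.982 over 6239 probes, so that noise between spots of an array was not the main source of the spread. Both spots share 1 labeling, hybridization and scan, so their correlation does not test effects of these on the whole array. Such effects would move probes of different genes together, whose correlation is given below. The part of each step was not tested. The brightest 2 probes of a gene, each detected on at least 5 arrays, deviated together with r = 0.827 (95% bootstrap interval 0.803 to 0.849, 683 genes) when under 200 bp apart. The correlation was 0.478 from 200 to under 500 bp, 0.213 from 500 to under 1000 bp and 0.102 (0.0712 to 0.132, 753 genes) at 1000 bp or more, against 0.0295 for probes of different genes. Among probes detected on all 10 arrays it fell from 0.869 to 0.355, and probes of different genes had 0.338, so that most of what is left at this distance is shared by all genes. These correlations are across genes and arrays, and genes are not independent replicates. A different makeup of the sorted cells would move all probes of a gene together, which the value of 0.102 argues against as the main source. A candidate explanation is the loss or unequal amplification of single cDNA fragments when few cells are amplified by PCR. Transcripts that differ along a gene remain open, and no biological explanation was tested.

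Second probes were also compared for the differences between the diets. Of the 67 called genes, 4 had a second detected probe 1000 bp or more away. It changed in the same direction in 2 of them and was past the threshold in 0, too few to decide. Of the genes with an unadjusted p under 0.05, 22 had such a probe. It changed in the same direction in 15 (exact binomial p = 0.134), with a median of 0.73 on the log2 scale against a median size of 4.16 for the first probe. Second probes under 200 bp away changed in the same direction in 28 of 29 genes, with a median of 4.12. Because the first probes were chosen for their difference, a smaller change of a second probe follows from the choice alone, and the contrast between near and far probes restates the correlations within the diets. These counts therefore decide nothing about the differences between the diets, and a loss of fragments and a change of the whole transcript both stay open for them.

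The paper followed the cytokine genes *upd3*, *upd2* and *upd* by quantitative PCR at 20 days in other samples. On the arrays, *upd3*, which has 1 probe, was well above background on 0 of 10, and so was the probe that the array design describes as *upd2*. *upd1* (*upd*) was detected on 2 control arrays and on 0 lard arrays. No fold change is given for these genes. *Socs36E* was detected on 3 control and 4 lard arrays. The macrophage gene *Hml* was detected on all 10 arrays, at 6.56 ± 1.31 (SD) in control and 6.73 ± 0.47 in lard samples (limma adjusted p = 1.00). *crq* was detected on all 10 arrays and was 1.02 higher on lard on the log2 scale (exact permutation p = 0.0714), but the mean of all its probes gave -0.19, so its probes disagree. *NimC1* was detected on 3 control arrays and 1 lard array, *He* on 1 control array, *dome* on 2 lard arrays and *bsk* on 2 control arrays. The JNK target *puc* was detected on all 10 arrays with a change of 0.78 (exact permutation p = 0.317), and *Drs* with a change of 0.98 (exact permutation p = 0.421). *Drsl1*, *Stat92E*, *hop*, *Myd88*, *Tak1* and *Akt* were detected on all 10 arrays with changes of 0.32, 0.017, 0.38, 0.27, 0.47 and 0.29, none past the threshold; *Stat92E* turned negative with quantile normalization (-0.061) and with the percentile over detected probes (-0.068). Of the 14 genes of the paper tested, 0 passed adjusted over the list alone and 0 over all genes tested with limma. *DptA*, *imd* and *CG10345* were detected on 8, 5 and 6 arrays. *Ilp2*, *Ilp3* and *Ilp5*, which encode insulin-like peptides, were detected on 4, 2 and 3 arrays, and *rpr* on 0.

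The NF-κB targets were the single list past camera's adjusted threshold (adjusted p = 0.0286, median change 0.91, mean change 1.16, 24 of 26 genes higher on lard). By quantitative PCR of sorted plasmatocytes, in other samples at 20 days, the paper did not detect activation of *Drs* and *Diptericin*. It also saw no such activation in whole flies, and no overrepresented NF-κB sites near the genes upregulated on its arrays. Silencing *Myd88*, *Imd* or *Tak1* in macrophages did not rescue lifespan there. The level per array differed far more within than between the diets: the list mean was 4.52, 4.59, 1.72, -0.88 and -0.68 in control A to E and 4.64, 4.82, 1.80, -0.31 and 4.11 in lard A to E, a difference of 1.16 (exact permutation p = 0.381; adjusted over the 13 lists, 0.967). Of 100 splits of the arrays, 27 gave a camera p as small, so chance was not excluded, and in 46 of them 1 or more of the 13 lists passed. It did not pass without control D, control E, lard A, lard B or lard E, where the adjusted p reached 0.699 (without control D). The genes of the list moved together within the diets, with a mean correlation of 0.57 against a median of 0.21 in random lists of like brightness. Camera was set to a correlation of 0.01, at which the list had an unadjusted p of 0.0022. With the correlation estimated from the data, camera gave an unadjusted p of 0.404, and fry gave 0.427. The camera result therefore rested on the preset correlation. The samples of one letter had close levels in A to D and not in E. Of the 120 ways to pair the samples, 8 gave a summed difference as small (exact p = 0.0667; adjusted over the 13 lists, 0.173), so a state shared by the samples of a letter stays open. In this pairing test the smallest p among the 13 lists was 0.0333, for 3 lists (adjusted, 0.144). The NF-κB list was higher on lard in 5 of 5 letters (exact sign-flip p = 0.0625, the smallest that 5 letters allow). With the percentile over detected probes, the pairing test gave p = 0.200 for this list (exact), and it was higher in 4 of 5 letters (exact sign-flip p = 0.250). A differing immune state of the flies, whatever their diet, was not tested.

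For the other lists, the difference between the diets in the list mean was 0.84 for JAK-STAT targets, 0.25 for JNK targets, 0.45 for macrophage genes, 0.40 for testis markers and 0.016 for fat body markers. It was -0.82 for accessory gland markers, -0.59 for muscle markers, -0.38 for gut markers, -0.28 for heat shock and oxidative stress genes, -0.080 for ribosomal proteins, -0.0064 for photoreceptor and neuron markers and -0.0013 for lipid droplet and lipid uptake genes. The sign of the mean held in every setting run for the lists, and without each single array, for 6 of the 13 lists: NF-κB and JAK-STAT targets, macrophage genes, and accessory gland, gut and muscle markers. For the other 7 it turned when single arrays were left out. Of the 10 arrays, leaving out 6 turned the fat body list, 5 the neuron list and 4 each the ribosomal and lipid lists. Leaving out control B turned the heat shock and oxidative stress list (0.10), lard B the JNK targets (-0.17) and lard C the testis markers (-0.11). The heat shock and oxidative stress list also turned with no filter (0.021). The slide block turned the ribosomal (0.073), neuron (0.195) and lipid (0.203) lists. Quantile normalization turned the neuron (0.014) and lipid (0.032) lists, and the percentile over detected probes turned the fat body list (-0.069). Median scaling moves every gene by the same 0.22, so that the turn it gives to the ribosomal, neuron and lipid lists shows only that their changes were smaller than this shift. The exact permutation p lay between 0.310 and 1, and 0 of the 13 lists passed after adjustment. For fat body, gut and testis markers and for lipid genes and neuron markers the mean and the median differ in sign or size, since members went both ways; among gut markers, *Mal-B1* fell and *deltaTry*, detected on 7 of the 10 arrays and named after its values were seen, rose.

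Transcripts of other tissues were present on the arrays. Of the muscle markers, 11 of the 20 on the array were detected on all 10 arrays, the brightest being *Mlc2* with a mean of 5.33 and *Tm1* with 4.71 relative to the 75th percentile. Of the gut markers, 7 of 24 were, the brightest being *LManII* with 6.98 and *Amy-d* with 6.73. Of the photoreceptor and neuron markers, 13 of 20 were, the brightest being *ninaE* with 8.49 and *Syt1* with 7.23, and of the fat body markers 7 of 16, the brightest being *PPO1*, a gene that blood cells also express, with 5.29 and *apolpp* with 4.81. Of the testis markers 3 of 20 were, and of the accessory gland markers 1 of 15. The marker genes named in this paragraph were chosen after their values were seen. Another list of the 13 holds 2 of the fat body markers and 0 of the other tissues' markers. Cells or RNA of these tissues carried into some sorts would make the markers of a tissue rise and fall together within a diet. Material carried into every sort in like amounts would not, so the correlation within the diets cannot detect it. The muscle list reached percentile 95.6 of random lists of like brightness and the other 5 tissue lists lay under the 95th, and 1 or more of 6 lists would do so by chance with a probability of 26.5%. Carry-over and expression in plasmatocytes cannot be told apart here, since no sample without macrophages was compared.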
